A study of Mus musculus with 32 samples.

How the data were processed

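Bulk RNA and TCR tables of 31 libraries of sorted donor T cells were analysed in 10 groups, which follow the cell type and treatment in the sample labels. Full-length cDNA was made with the SMARTer v4 chemistry and RNA libraries with Nextera XT, and TCR chains were amplified from the same cDNA by nested PCR, per the labels' protocols. The replicate labels give a prefix and a number, and a recipient was taken as one prefix, treatment and number.

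The RNA table holds a signal for 16741 genes: counts scaled between libraries by the authors, per the file headers, whose columns are those of a DESeq2 results table. The mean of the deposited library columns equals the deposited base mean of each gene. The values are not whole and share no common step, so reads were not recovered and the RNA depth is unknown. The authors' aligner, gene counter and genome build are not stated. The log2 fold change, the test statistic score, and the p-value and adjusted p-value that the authors deposited name no groups and were not used here. The TCR tables hold counts of reads per clonotype, deposited by the authors with the V gene, the J gene and the amino acids of the third complementarity-determining region (CDR3), and their percent of the library total by the authors, which equals count over total. Nucleotide sequences, molecular identifiers and error correction are not given, so PCR reads are not independent molecules, and intervals and floors below cover counting error only. In the TRA table the deposited total of CD4 allogeneic replicate JL027-1, 30842, is the sum of 2 libraries, and the sum of its own reads, 17270, was used. For TRB, 142 entries had no V gene and 2288 no J gene. They were kept, and those with no J gene held 0.769% of reads.

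The tests, comparisons, gene sets and most alternatives were chosen before the data were examined. That plan assumed that the RNA table might hold counts and named a count test, with limma as the test for normalised values. Since the unit turned out to be normalised counts, limma 3.58.1 in R 4.3.3 was used on log2(value + 1). A log2 change on this scale understates the change of genes with low values. Genes needed a mean value of at least 1, which removed none. A group-means model over all 31 libraries gave 12 contrasts, with moderated variances (trend and robust options) and Benjamini-Hochberg adjustment at 0.05. The 12 contrasts were Treg-treated against allogeneic, each of these against syngeneic, and allogeneic against day 0, in CD4 and in CD8 cells, Treg after transplantation against day 0, Treg against CD4 cells at both times, and the difference of the Treg effects. Gene sets were 9 lists written from general knowledge, tested in 5 contrasts with camera (preset correlation 0.01), with adjustment over the 45 tests. The plan had camera on library-scaled log2 counts, which need reads, so it was run on log2(value + 1). Of the members, 1 of the Treg identity set was not in the table. Other lists were 14 myeloid, 13 B cell and 10 erythroid genes in the table, 4 Y-linked genes for sex, and 15 endocrine genes written after the values of Gcg were seen. Gene symbols are those of the table.

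The named-gene rule, also set beforehand, was: Foxp3, Cd4, Cd8a and Cd8b1 in all groups, the 2 members of a set with the lowest adjusted p, and up to 3 rising and 3 falling genes per contrast with the lowest p among called genes without overlap of the groups. Predicted genes, receptor and immunoglobulin segments, mitochondrial genes and ribosomal protein genes were not named this way. Of the up to 3 per direction, at most 2 were printed, with some that met the rule not reported here, and none for allogeneic against day 0 or Treg-treated against syngeneic. Genes named in the closing part outside this rule were chosen after their values were seen.

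A clonotype was a V gene, J gene and CDR3 amino acid sequence. Clonality was 1 minus the Shannon entropy over the log of the number of clonotypes. Clonality and the number of clonotypes were the mean of 20 random draws of the lowest library total, 8194 reads for TRB and 6870 for TRA. No library fell below the minimum of 1000 reads. Overlap was the Morisita-Horn index. Groups were compared by two-sided exact permutation tests, with p as the smaller tail doubled. The smallest p was 0.0286 for 4 against 4 libraries and 0.0571 for 4 against 3. The p-values of the 10 TCR tests were not adjusted for their number. For shares of reads in single libraries, Wilson 95% intervals were computed, and for 0 reads an upper limit of 3 reads of the total. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

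Alternatives for the RNA results were a filter at a mean of 10 and none, a pseudocount of 0.1, the label prefix, the replicate label or the recipient as a replicate block, only the groups compared in the model, a log2 change of at least 1, and leaving out each library of the groups of 3 or 4. For TCR they were TRA, no subsampling, at least 2 reads per clonotype, the Jaccard index, and permutation within prefixes. Chosen after seeing the data were the mean normalised count as covariate, median centring, quantile normalisation, array weights, removal of each library's trend with gene length, leaving libraries out of the set tests, TRBV16 clonotypes left out, CDR3 alone, and removal of clonotypes more frequent in a neighbouring well. Gene length was the genomic span in a RefSeq table of assembly GRCm38.p6, found for 15855 of 16741 genes (94.7%), and its trend was a spline with 4 degrees of freedom. CD4 and CD8 libraries of one recipient come from one animal, per the labels. Their deviations from the group means correlated at a mean of 0.133 (-0.114 to 0.428), over 0.1 in 7 of 11 pairs. In pairs of other recipients 7 of 30 were over 0.1, with a mean of -0.049. That mean is no independent contrast, since deviations from a group mean cancel out within the group.

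The procedures were tested on simulated data for the same 16741 genes, with 200 genes changed. These were drawn from genes with higher means only, and a set of 25 further genes was raised 2-fold. The simulated noise was independent between genes and libraries, without the library-wide trends of the real data. The recovered and false percentages therefore need not hold for the real data. At 4 libraries per group, 45% of genes changed 2-fold and 91% of those changed 4-fold were recovered, and 3.31% of 151 calls were false. At 2 libraries per group 20% and 67% were recovered, and 5.26% of 95 calls were false. With 5000 simulated clonotypes, clonality at a depth of 10000 reads differed by at most 0.000929 between libraries of equal composition.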

Results

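Donor T cells were profiled in a mouse model of acute graft-versus-host disease, in which cells of C57Bl6 donors were given to Balb/c recipients that differ at the major histocompatibility genes. CD4 conventional T cells, CD8 T cells and regulatory T cells (Treg) were sorted, and each of 31 libraries was measured by bulk RNA sequencing and by T-cell receptor (TCR) sequencing of the alpha (TRA) and beta (TRB) chains. For CD4 and for CD8 cells there were 2 libraries taken before transplantation (day 0), 3 from syngeneic recipients, 4 from allogeneic recipients and 4 from allogeneic recipients that also received Treg. These last 4 are called Treg-treated. For Treg there were 2 day 0 libraries and 3 from Treg-treated recipients. The replicate labels carry a prefix, JL019 or JL027, which was treated as a batch. The sample titles and the TCR tables place the cells taken after transplantation at day 6, whereas the series description says day 8.

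The RNA table held 16741 genes in normalised counts from which reads could not be recovered, so the RNA depth is unknown. The mean normalised count per gene lay between 1227 and 2385 across the 31 libraries. TCR reads per library ranged from 8194 to 133115 for TRB and from 6870 to 39867 for TRA. Pearson's r of log2 values across genes, which are not independent replicates, lay between 0.883 and 0.977 for the 36 pairs of libraries in one group. The first 3 principal components held 27.6%, 15.9% and 11.8% of the variance.

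The lineage genes separated the sorted populations. Cd4 (ENSMUSG00000023274) had a mean normalised count of 19770 ± 2232 (SD, n = 4) in the CD4 allogeneic and 43.1 ± 14.9 (SD, n = 4) in the CD8 allogeneic libraries. Cd8a (ENSMUSG00000053977) had 33.4 ± 16.01 (SD, n = 4) and 16902 ± 2370 (SD, n = 4) in the same groups. Cd8b1 (ENSMUSG00000053044) had 462 ± 100.2 (SD, n = 4) and 47922 ± 9368 (SD, n = 4). The exception was CD4 syngeneic replicate JL019-2, with 1659 for Cd4 and 1956 for Cd8a. Foxp3 (ENSMUSG00000039521), the defining transcription factor of Treg, was 320.1 ± 173 (SD, n = 2) in Treg and 1062 ± 118 (SD, n = 2) in CD4 cells at day 0, a log2 change of -1.84 that limma did not call (adjusted p 0.309). Of the other 17 members of the Treg identity set found in the table, 17 were higher in day 0 Treg than in day 0 CD4 cells and 15 of these were called. Foxp3 was also present in CD8 allogeneic libraries, at 306 ± 147 (SD, n = 4), against 438 ± 109.5 (SD, n = 4) in CD4 allogeneic libraries. In the CD8 syngeneic group it was listed at 0 in 2 of 3 libraries and at 3.52 in the other.

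**Figure D1:**
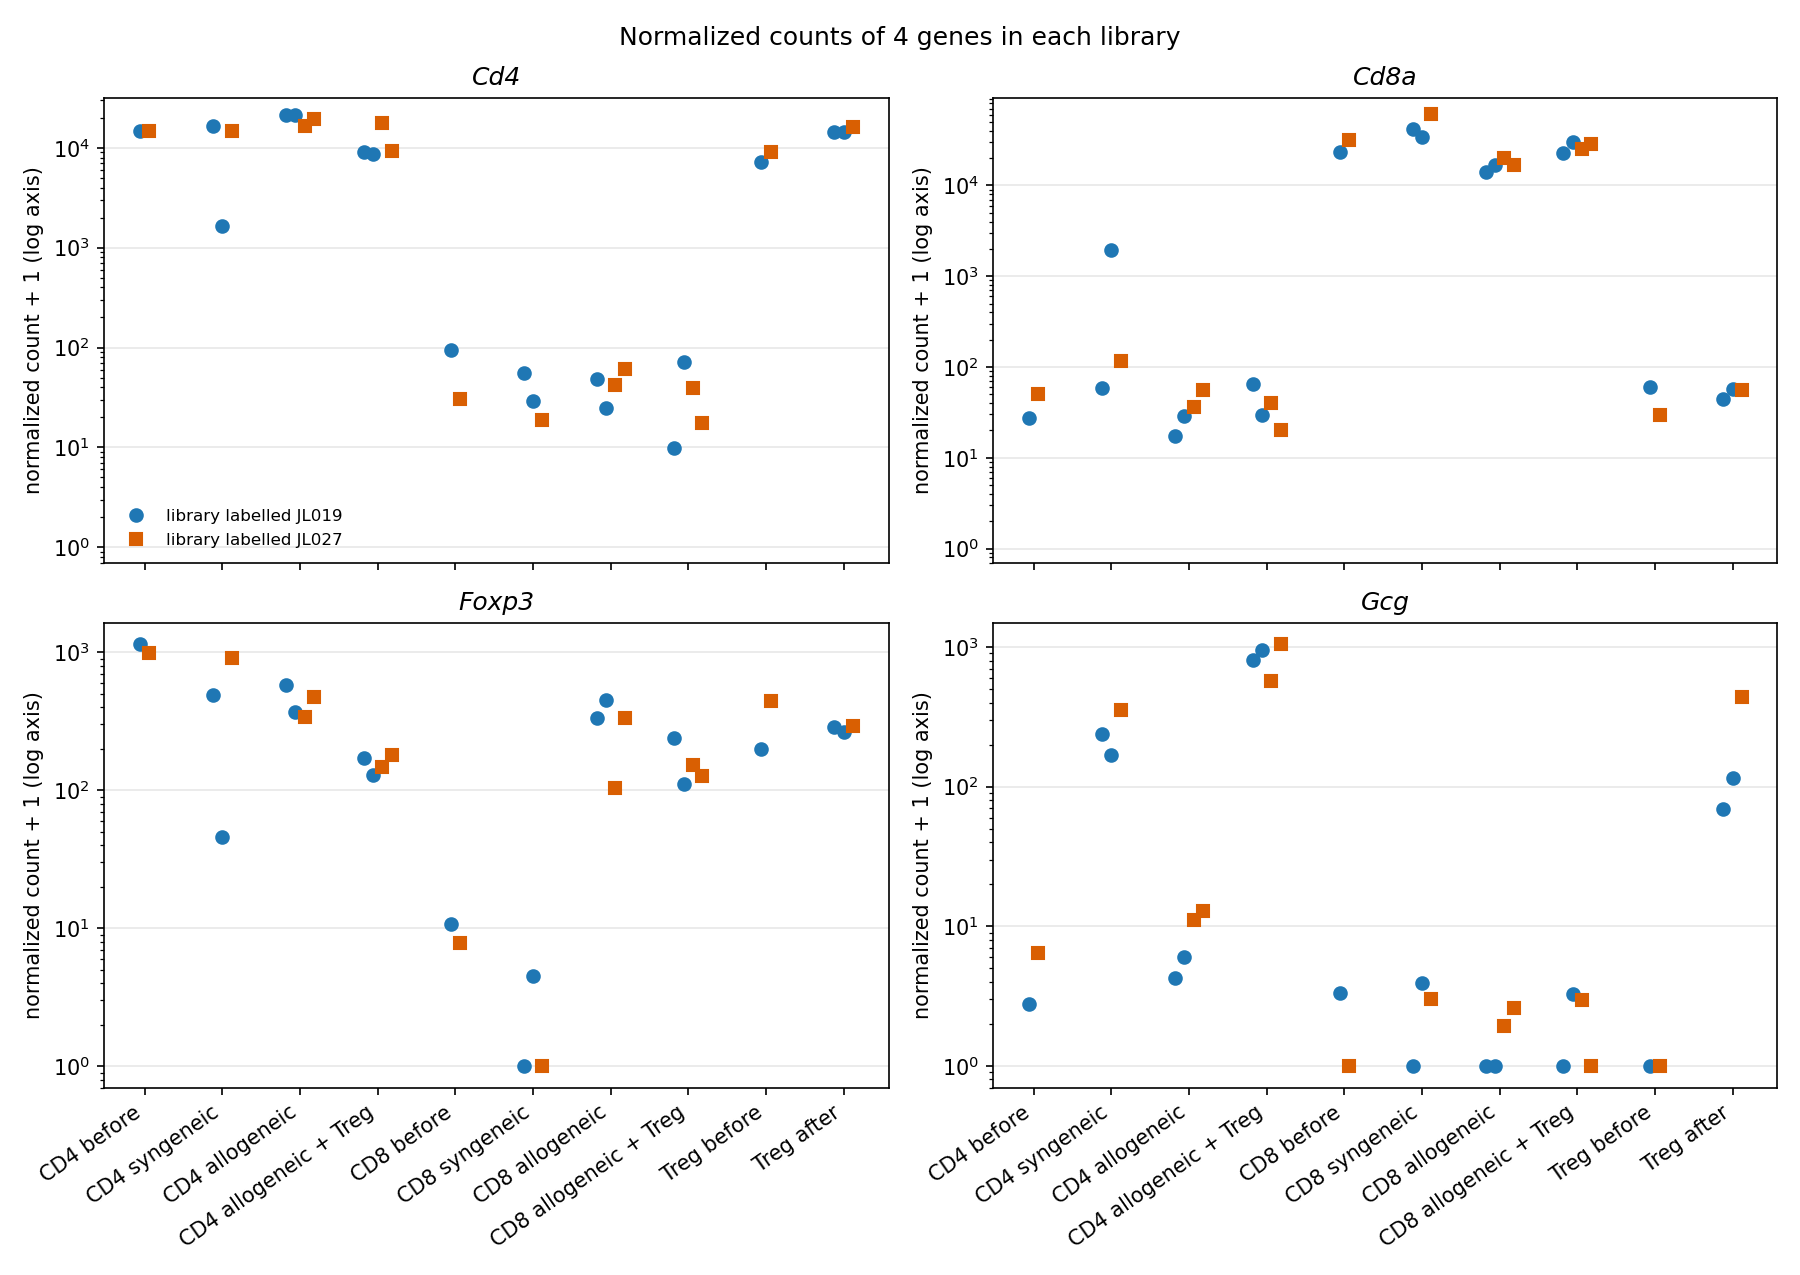
Normalised counts plus 1, on log axes, of Cd4, Cd8a, Foxp3 and Gcg in each of the 31 libraries by group, with the marker showing the label prefix. Gcg lies between 573 and 1050 in the 4 CD4 Treg-treated libraries and at 11.8 or lower in the 4 CD4 allogeneic libraries.

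The effect of Treg on CD4 T cells was addressed by comparing Treg-treated with allogeneic recipients. limma called 3710 of 16741 genes at a Benjamini-Hochberg adjusted p under 0.05, of which 1785 were higher and 1925 lower in Treg-treated cells. Of the called genes, 1970 changed by more than 2-fold. The libraries of the groups did not overlap for 3724 of all genes, where chance gives 2.86%, and 2504 of these were called. The count rested on single libraries: it fell to 470 without CD4 Treg-treated replicate JL019-2 and rose to 5633 without CD4 Treg-treated replicate JL027-1. In the 5633 genes called without replicate JL027-1, that library lay nearer to the allogeneic mean in 81.4% of genes. Within the prefixes, with 2 libraries per arm, 480 genes were called in JL019 and 3 in JL027, and the log2 changes of the prefixes correlated at a Spearman rho of 0.599 across genes. Unchanged groups were not simulated for this rho, so it does not by itself show agreement. For the rho with the allogeneic change, given below, simulated unchanged CD4 groups with no shared libraries gave -0.578 to 0.611. With the log2 mean normalised count of each library as a covariate the number was 570.

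Gcg (ENSMUSG00000000394), which encodes proglucagon, had the lowest p-value among the rising genes, at 843 ± 206.5 (SD, n = 4) in Treg-treated and 7.58 ± 4.06 (SD, n = 4) in allogeneic CD4 cells, a log2 change of 6.72 (SE 0.596, limma adjusted p 2.12e-07). Gzmc (ENSMUSG00000079186) rose from 697 ± 100.5 (SD, n = 4) to 4291 ± 1600 (SD, n = 4), with a log2 change of 2.53 (SE 0.327, limma adjusted p 0.000249). Pxylp1 (ENSMUSG00000043587) fell from 841 ± 124 (SD, n = 4) to 292 ± 75.3 (SD, n = 4), with a log2 change of -1.54 (SE 0.230, limma adjusted p 0.000681). Pald1 (ENSMUSG00000020092) lay between 5.38 and 24.9 in the allogeneic libraries and was listed at 0 in one Treg-treated library and at up to 1.07 in the others, with a log2 change of -3.13 (SE 0.474, limma adjusted p 0.000804). In all 4 genes every Treg-treated library lay on the same side of every allogeneic library.

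The same comparison in CD8 T cells called 11 genes, 8 higher and 3 lower in Treg-treated cells, with 1851 genes at an unadjusted p under 0.05. The number was 4 without CD8 allogeneic replicate JL019-1 and 63 without CD8 allogeneic replicate JL027-1, and 18 with the prefix as a block. When the model held the CD8 allogeneic and Treg-treated libraries alone, 0 genes were called and 1356 had an unadjusted p under 0.05. Sostdc1 (ENSMUSG00000036169) rose from 3.52 ± 3.05 (SD, n = 4) to 106 ± 58.1 (SD, n = 4), with a log2 change of 4.48 (SE 0.554, limma adjusted p 0.000209). Id3 (ENSMUSG00000007872) rose from 100.8 ± 8.58 (SD, n = 4) to 477 ± 204 (SD, n = 4), with a log2 change of 2.11 (SE 0.279, limma adjusted p 0.000361). Trib3 (ENSMUSG00000032715) changed by -1.79 on the log2 scale (SE 0.344, limma adjusted p 0.0424) and Septin8 (ENSMUSG00000018398) by -1.83 (SE 0.356, limma adjusted p 0.0424). All 11 genes were also called in CD4 cells with the same sign, and the changes in CD4 and CD8 cells correlated at a Spearman rho of 0.644 across genes. The CD4 and CD8 libraries come from the same recipients, and unchanged groups were not simulated for this rho. Within the prefixes, with 2 CD8 libraries per arm, 4 genes were called in JL019 and 4 in JL027, and the log2 changes of the prefixes correlated at a Spearman rho of only 0.263.

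Each library also had a trend with gene length, measured as the change of log2(value + 1), relative to the gene's mean over all libraries, per doubling of genomic span. The trend was -0.0680 ± 0.0600 (SD, n = 4) in CD4 Treg-treated and 0.0297 ± 0.0111 (SD, n = 4) in CD4 allogeneic libraries (two-sided exact permutation p 0.0286). In CD8 cells it was -0.0429 ± 0.0613 (SD, n = 4) and 0.00283 ± 0.0142 (SD, n = 4) (two-sided exact permutation p 0.257). Over the 31 libraries, as deviations from the group means, the trend correlated with the log2 mean normalised count at a Pearson's r of -0.940 and a Spearman rho of -0.910. Both had a two-sided permutation p of 1e-05, the smallest that 100000 permutations can give, and this was the 1 relation of its kind computed. Pearson's r was -0.913 without the 2 farthest libraries, CD4 syngeneic replicate JL019-2 and CD8 Treg-treated replicate JL019-2. Within groups of one prefix it was -0.966 over 14 JL019 libraries and -0.984 over 8 JL027 libraries. In 4 bins of equal size, from the shortest to the longest genes, the median log2 change between Treg-treated and allogeneic CD4 cells was 0.39, 0.05, -0.15 and -0.25, and 19.8%, 23.9%, 25.3% and 22.1% of genes were called. The direction of the called genes followed length: 704 were higher and 81 lower in the bin of the shortest genes, then 542 and 407, 318 and 685, and 166 and 708 in that of the longest. With the trend removed from each library, 3298 genes were called in CD4 and 20 in CD8 cells.

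**Figure D2:**
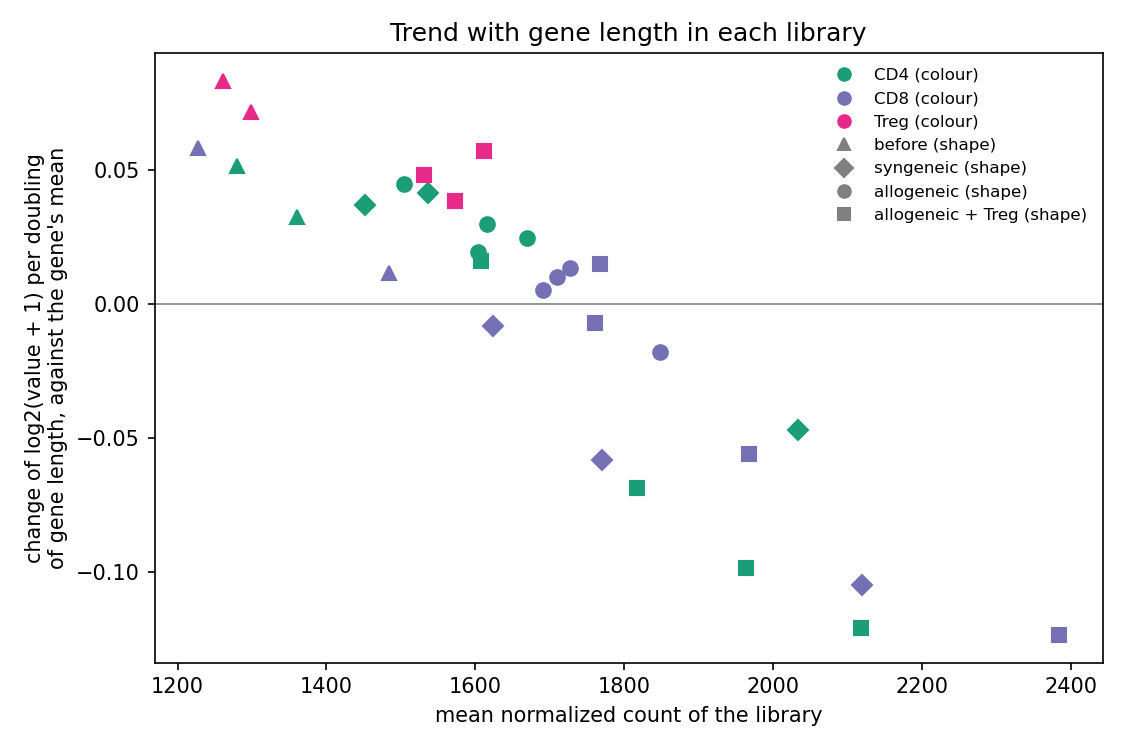
Trend with gene length of each library, as the change of log2(value + 1) per doubling of length, against its mean normalised count, with colour for the cell type and shape for the treatment. Libraries with a higher mean normalised count had lower trends (Pearson's r -0.940 within groups), and CD4 Treg-treated libraries lie at -0.121 to 0.0161.

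A test of the difference between the Treg effects in CD8 and CD4 cells called 1 gene, Gcg, with a log2 difference of -6.48 (SE 0.842, limma adjusted p 0.000534), and 430 genes had an unadjusted p under 0.05. Gcg had a count between 0 and 2.26 in the 8 CD8 allogeneic and Treg-treated libraries. With CD4 and CD8 libraries of one recipient paired as a block, 4 genes were called. With a pseudocount of 0.1 in place of 1, 0 genes were called and 443 had an unadjusted p under 0.05. With array weights, chosen after seeing the data, 2811 genes were called, 1735 higher and 1076 lower, so the number of genes that differ depended on how the libraries were weighted.

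The response to an allogeneic host was measured against syngeneic recipients. In CD4 cells limma called 2445 genes, 1120 higher and 1325 lower in allogeneic recipients, and in CD8 cells 3524 genes, 1741 higher and 1783 lower. Of these, 1292 were called in both cell types and 1240 changed with the same sign. The CD4 comparison includes CD4 syngeneic replicate JL019-2, in which T-cell genes were lower and genes of other cell types higher. Without this library 1817 genes were called in CD4 cells. In CD4 cells Cxcr6 (ENSMUSG00000048521) was 36423 ± 5194 (SD, n = 4) in allogeneic and 1943 ± 607 (SD, n = 3) in syngeneic recipients, a log2 change of 4.27 (SE 0.217, limma adjusted p 3.92e-13). Sytl3 (ENSMUSG00000041831) changed by 3.50 on the log2 scale (SE 0.194, limma adjusted p 1.11e-12) and Igfbp4 (ENSMUSG00000017493) by -7.13 (SE 0.383, limma adjusted p 7.59e-13). In CD8 cells Pdcd1 (ENSMUSG00000026285), which encodes the inhibitory receptor PD-1, was 22884 ± 3125 (SD, n = 4) against 156 ± 29.9 (SD, n = 3), a log2 change of 7.19 (SE 0.303, limma adjusted p 1.82e-15). Havcr2 (ENSMUSG00000020399) changed by 7.23 (SE 0.313, limma adjusted p 2.31e-15) and Aqp9 (ENSMUSG00000032204) by -4.52 (SE 0.243, limma adjusted p 1.71e-13).

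Against syngeneic recipients, Treg-treated CD4 cells differed in 2789 genes, 1378 higher and 1411 lower, and Treg-treated CD8 cells in 3045 genes, 1601 higher and 1444 lower. The CD4 count was 1817 without CD4 Treg-treated replicate JL019-2, 4653 without CD4 Treg-treated replicate JL027-1 and 4617 without CD4 syngeneic replicate JL019-2. Of the 3524 genes called between allogeneic and syngeneic CD8 cells, 2307 were also called between Treg-treated and syngeneic CD8 cells. In CD4 cells 1383 of 2445 were. The Treg effect was also set against the allogeneic change gene by gene. The Spearman rho across genes was -0.459 in CD4 and -0.386 in CD8 cells. Because both comparisons share the allogeneic libraries, unchanged groups were simulated 100 times, and gave a mean rho of -0.217 for CD4 and -0.183 for CD8 cells. In 11 and 9 of the 100 simulations the rho was as low as observed (one-sided simulation p 0.119 and 0.099), so neither rho stood apart from unchanged groups. The CD4 rho was -0.198 without CD4 syngeneic replicate JL019-2.

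**Figure D3:**
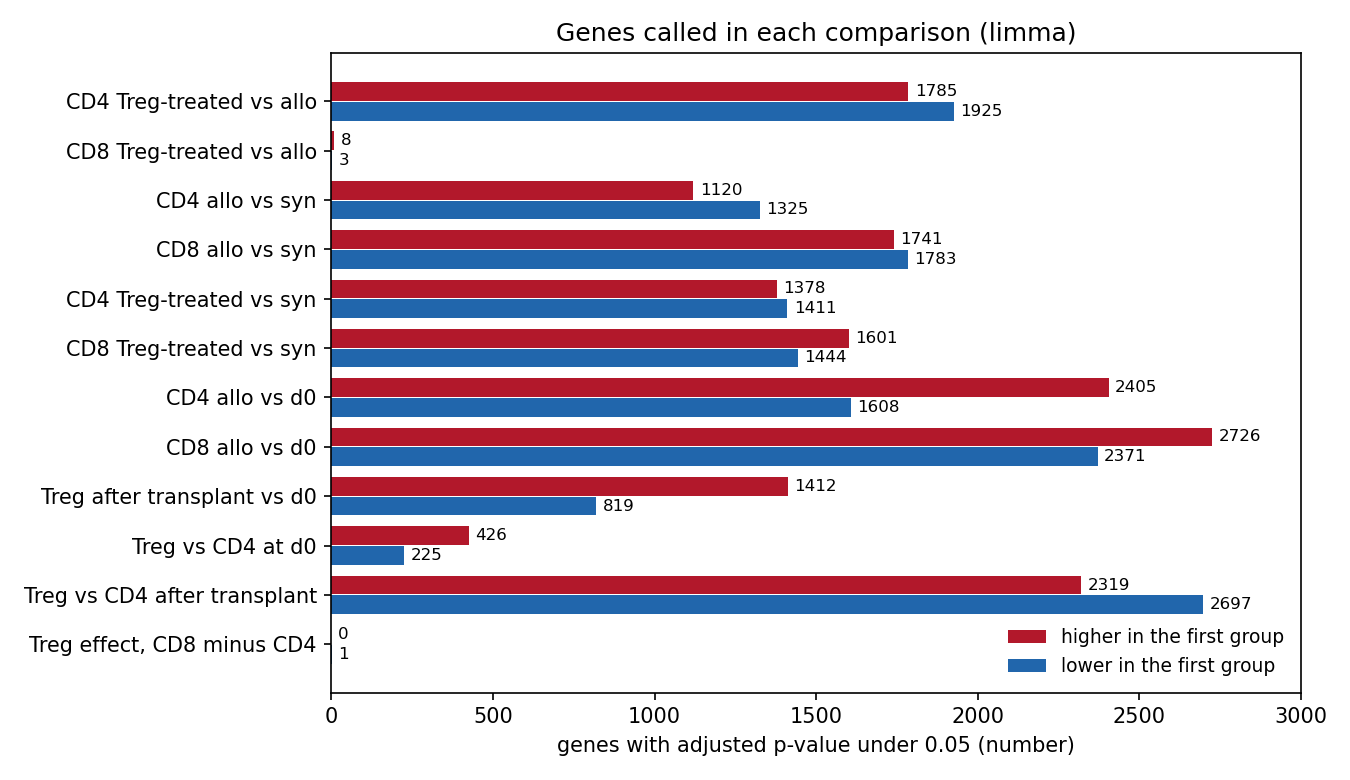
Number of genes with a limma adjusted p-value under 0.05 in each of the 12 comparisons, higher (red) and lower (blue) in the group named first. The counts run from 1 for the difference between the Treg effects in CD8 and CD4 cells to 5097 for CD8 allogeneic against day 0, of which 2726 were higher and 2371 lower.

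Compared with day 0, allogeneic CD4 cells differed in 4013 genes, 2405 higher and 1608 lower, and allogeneic CD8 cells in 5097 genes, 2726 higher and 2371 lower. Treg recovered after transplantation differed from day 0 Treg in 2231 genes, 1412 higher and 819 lower. Gzmb (ENSMUSG00000015437), which encodes granzyme B, was 115350 ± 1928 (SD, n = 3) after transplantation and 292 ± 123.5 (SD, n = 2) at day 0, a log2 change of 8.69 (SE 0.321, limma adjusted p 1.23e-16). Smpdl3b (ENSMUSG00000028885) changed by 4.43 on the log2 scale (SE 0.248, limma adjusted p 1.97e-12), Id3 by -5.42 (SE 0.360, limma adjusted p 5.71e-11) and Tbc1d4 (ENSMUSG00000033083) by -4.79 (SE 0.346, limma adjusted p 1.97e-10). Against CD4 cells, Treg differed in 651 genes at day 0, 426 higher and 225 lower, and in 5016 genes after transplantation in Treg-treated recipients, 2319 higher and 2697 lower. The last count was 3119 without Treg replicate JL019-1 and 6377 without CD4 Treg-treated replicate JL027-1. At day 0, Ccr3 (ENSMUSG00000035448) had a log2 change of 6.17 (SE 0.567, limma adjusted p 4.67e-08), Gem (ENSMUSG00000028214) of 3.34 (SE 0.315, limma adjusted p 7.09e-08), Ctse (ENSMUSG00000004552) of -4.11 (SE 0.2, limma adjusted p 6.26e-14) and Gdpd3 (ENSMUSG00000030703) of -7.14 (SE 0.447, limma adjusted p 1.62e-11). After transplantation, Itgae (ENSMUSG00000005947) had a log2 change of 5.60 (SE 0.374, limma adjusted p 3.42e-11) and Wls (ENSMUSG00000028173) of 3.63 (SE 0.237, limma adjusted p 2.27e-11). Ctse and Gdpd3 were again lower, with log2 changes of -5.03 (SE 0.152, limma adjusted p 7.78e-19) and -7.29 (SE 0.341, limma adjusted p 1.28e-14). Gdpd3 lay between 3.34 and 17.3 in all Treg libraries and between 250.6 and 2061 in all others. At day 0 the JL027 Treg and CD4 libraries also differed in the sum of Y-linked genes (8142 against 263.3). Differences between Treg and CD4 cells are thus not separated from differences between their donors.

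Of 9 gene sets tested in 5 comparisons, 28 of 45 set tests passed an adjusted p of 0.05 under camera with a preset correlation. Of the 28, 26 also passed under fry and 15 with an estimated correlation. Between Treg-treated and allogeneic CD4 cells 2 sets passed, and 2 to 4 did with a library of these groups left out. The gut and tissue homing set did not pass (camera adjusted p 0.0648). It did under fry (adjusted p 0.00722) and with quantile normalisation (camera adjusted p 0.00955). The interferon-stimulated genes were higher (camera adjusted p 0.0103), with a median log2 change of 0.32 over 24 genes, of which 18 were higher. There 9 genes were called over all genes, 8 higher and 1 lower, and 9 adjusted over the list alone. Among them were Ifi27l2a (log2 change 1.46, SE 0.251, limma adjusted p 0.00241) and Isg15 (log2 change 1.36, SE 0.279, limma adjusted p 0.0068). Without CD4 Treg-treated replicate JL027-1 the adjusted p of this set was 0.106. Glycolysis genes were lower (camera adjusted p 0.00551), with a median log2 change of -0.48 over 19 genes, of which 6 were higher. There 8 genes were called over all genes and 9 adjusted over the list alone, among them Slc2a3 (log2 change -1.78, SE 0.329, limma adjusted p 0.00348) and Pdk1 (log2 change -1.57, SE 0.317, limma adjusted p 0.00635). Both directions were the same with libraries centred on their medians and with quantile normalisation. Neither set passed with an estimated correlation, and 24 of the 35 splits of the 8 libraries gave as many sets.

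In CD8 cells 3 sets passed between Treg-treated and allogeneic recipients. Cell cycle genes were higher (camera adjusted p 0.000187), with a median log2 change of 0.29 and 21 of 26 genes higher. None of the 26 was called over all genes or adjusted over the list alone, and 8 had an unadjusted p under 0.05, among them Cdk1 (log2 change 0.79, SE 0.260, limma adjusted p 0.275) and Ube2c (log2 change 0.88, SE 0.306, limma adjusted p 0.303). Cytotoxicity and effector cytokine genes were higher (camera adjusted p 0.0119), with a median log2 change of 0.24 and 20 of 26 genes higher. There 0 genes were called over all genes, 3 adjusted over the list alone and 5 at an unadjusted p under 0.05, among them Xcl1 (log2 change 2.18, SE 0.459, limma adjusted p 0.0676) and Gzmc (log2 change 1.48, SE 0.327, limma adjusted p 0.0784). This set did not pass under fry (adjusted p 0.166), with quantile normalisation (camera adjusted p 0.295), or without CD8 Treg-treated replicate JL019-2 (camera adjusted p 0.190). Glycolysis genes were lower (camera adjusted p 0.0350), with a median log2 change of -0.20 and 6 of 19 genes higher, and did not pass under fry (adjusted p 0.215). There 0 genes were called over all genes, 1 adjusted over the list alone and 4 at an unadjusted p under 0.05, among them Pdk1 (log2 change -1.06, SE 0.317, limma adjusted p 0.207) and Slc2a1 (log2 change -0.63, SE 0.243, limma adjusted p 0.356). The adjusted p of this set was 0.0556 without CD8 allogeneic replicate JL019-1, 0.226 without CD8 allogeneic replicate JL027-2 and 0.525 without CD8 Treg-treated replicate JL019-2. As many sets passed in 8 of the 35 splits of the CD8 libraries.

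Between allogeneic and syngeneic recipients 7 of 9 sets passed in CD4 and 9 of 9 in CD8 cells. In both, the sets for cytotoxicity, inhibitory receptors, gut and tissue homing, glycolysis, immediate TCR response and Treg identity were higher and the naive and memory homing set was lower in allogeneic recipients. In CD8 cells the cell cycle set was also higher and the interferon-stimulated set lower. The median log2 change of the inhibitory receptor set was 1.92 in CD4 and 2.54 in CD8 cells. CD4 syngeneic replicate JL019-2 had a mean log2 value of 8.00 in this set, with 8.66 and 8.67 in the other CD4 syngeneic libraries. In the Treg identity set it had 8.24 (others 9.10 and 9.43) and in the naive and memory homing set 11.15 (others 12.58 and 12.42). The library thus lowers the syngeneic means of these sets in CD4 cells. Treg after transplantation against day 0 passed for 7 of 9 sets, with median log2 changes of 2.18 for the cell cycle, 2.13 for cytotoxicity, 1.78 for the interferon-stimulated and -2.24 for the naive and memory homing genes.

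TCR repertoires were compared at a common depth of 8194 TRB reads per library. Clonality was 0 for clonotypes of even size and 1 for a single clonotype. TRB clonality was 0.163 ± 0.0103 (SD, n = 4) in CD4 Treg-treated and 0.113 ± 0.0101 (SD, n = 4) in CD4 allogeneic libraries, a difference of 0.0502 (two-sided exact permutation p 0.0286, the smallest this design allows). The groups did not overlap, and the difference was 0.0464 within JL019 and 0.0541 within JL027. The largest change under another setting was to 0.0698 without subsampling, where the Treg-treated libraries had more reads (17429 to 30048, against 10864 to 19911). In CD8 cells clonality was 0.192 ± 0.0321 (SD, n = 4) and 0.149 ± 0.0143 (SD, n = 4), a difference of 0.0430 (two-sided exact permutation p 0.0571), with 0.0247 within JL019 and 0.0614 within JL027. With TRBV16 clonotypes left out, the CD8 difference was 0.0546 (two-sided exact permutation p 0.0286). Allogeneic libraries had a higher clonality than syngeneic ones, by 0.0602 in CD4 cells, where the syngeneic mean was 0.0528 ± 0.0227 (SD, n = 3), and by 0.136 in CD8 cells, where it was 0.0125 ± 0.0030 (SD, n = 3). Both had a two-sided exact permutation p of 0.0571, the smallest that 4 against 3 libraries allow, and neither pair of groups overlapped. Within JL019 and JL027 these differences were 0.071 and 0.0366 in CD4 cells, and 0.130 and 0.141 in CD8 cells. With TRBV16 left out, the CD4 difference was 0.0166. The day 0 means were 0.0077 in CD4, 0.0079 in CD8 and 0.0142 in Treg libraries (n = 2 each), and the mean of the Treg recovered after transplantation was 0.151 ± 0.0123 (SD, n = 3).

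**Figure D4:**
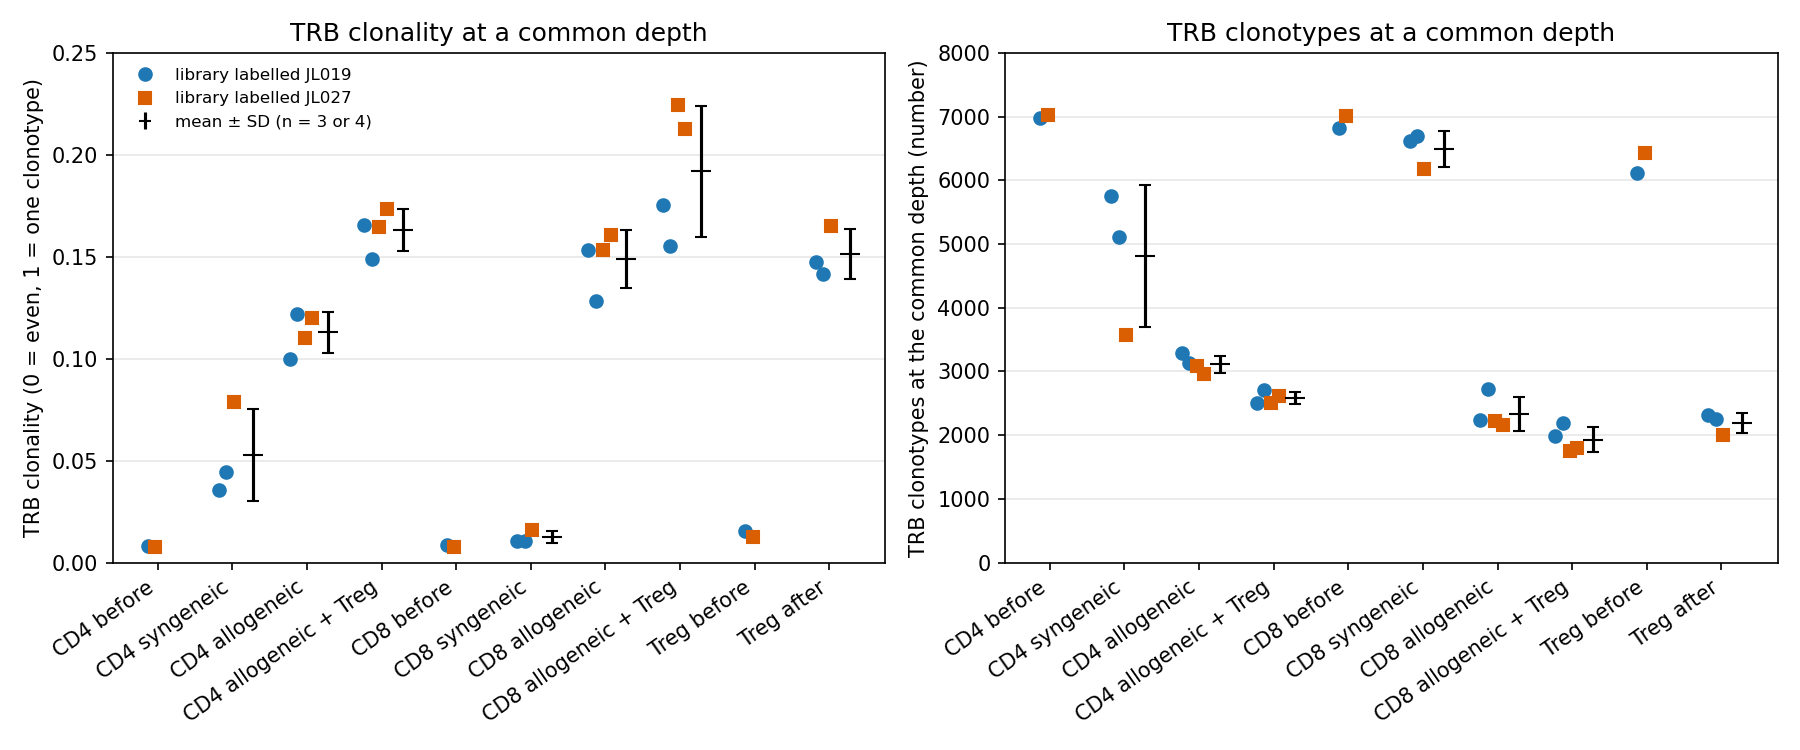
TRB clonality (left) and number of TRB clonotypes (right) of each library at a common depth of 8194 reads, by group, with mean ± SD for groups of 3 or 4 and markers for the label prefix. The 4 CD4 Treg-treated libraries, with a mean clonality of 0.163, all lie above the 4 CD4 allogeneic libraries, with a mean of 0.113.

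At the common depth, the number of TRB clonotypes was 2584 ± 98.9 (SD, n = 4) in CD4 Treg-treated and 3114 ± 136 (SD, n = 4) in CD4 allogeneic libraries, a difference of -530.2 (two-sided exact permutation p 0.0286). The sign changed without subsampling, where the difference was 562.5 (two-sided exact permutation p 0.429) and the libraries differed in reads. Counting only clonotypes with at least 2 reads, it was -116 (two-sided exact permutation p 0.2). In CD8 cells the numbers were 1930 ± 198 (SD, n = 4) and 2333 ± 259.5 (SD, n = 4), a difference of -403.1 (two-sided exact permutation p 0.0571), which also changed sign without subsampling, to 1078 (two-sided exact permutation p 0.943). Syngeneic libraries held 4813 ± 1118 (SD, n = 3) clonotypes in CD4 and 6496 ± 282 (SD, n = 3) in CD8 cells, against 3114 and 2333 in allogeneic libraries. These differences were -1699 and -4163, both with a two-sided exact permutation p of 0.0571, the smallest possible. In CD4 cells the difference was -2222 within JL019 but -558.7 within JL027, which had a single syngeneic recipient. In CD8 cells it was -4181 and -3985.

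Sharing of TRB clonotypes between recipients was measured as the mean Morisita-Horn overlap over the 6 pairs of libraries in a group. It was 0.0136 in CD4 Treg-treated and 0.0346 in CD4 allogeneic recipients (two-sided exact permutation p 0.486). In CD8 cells it was 0.0132 and 0.0223 (two-sided exact permutation p 0.429). The sign of the CD4 difference changed without CD4 allogeneic replicate JL027-1, to 0.00435, and that of the CD8 difference without CD8 allogeneic replicate JL027-2, to 0.0118. With TRA in place of TRB, the CD4 difference was -0.0604 (two-sided exact permutation p 0.0286).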

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

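The limma contrast for Gcg, its count of splits, the alternative pseudocount and the limma fits with a library left out were planned. The other tests given here were chosen only after the results were seen. Among 118 groups of 4 libraries, 8 values lay so far from the other 3 of their group that Dixon's test at 1 in 20 sets them apart, where chance gives 5.9. The one-sided exact binomial p of 8 such values was 0.239, so their number was within chance, and each may be a chance value.

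Of the 8 values, 7 were RNA values of CD4 and CD8 libraries. Cd4 was 17590 in CD4 Treg-treated replicate JL027-1, with the others between 8722 and 9370. Pdk1 was 1093 in the same library, with the others between 446 and 536. Pald1 was listed at 0 in CD4 Treg-treated replicate JL019-2, with the others between 0.894 and 1.07. The Treg identity set had a mean log2 value of 9.636 in CD4 allogeneic replicate JL019-2, with the others between 9.751 and 9.774. The immediate TCR response set had a mean log2 value of 11.52 in CD4 allogeneic replicate JL027-1 (others 11.92 to 11.95). The same set had 10.28 in CD8 allogeneic replicate JL027-1 (others 10.87 to 10.95), which carries the label of the same recipient, and 11.18 in CD8 Treg-treated replicate JL019-1 (others 10.56 to 10.66). A trend of each library with gene length was tested as a source. With the trend removed, Cd4 and the 3 values of the immediate TCR response set kept gaps of 0.849 to 0.887 of the range of their group and still stood apart, which argues against the trend as their whole cause. For Pald1, Pdk1 and the Treg identity set the gaps came to 0.430 to 0.802 and no longer stood apart. For these 3 values a trend with gene length and a difference between the animals cannot be told apart, since each is a single library. A difference between animals stays open for all 7 values and was not tested.

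The number of TRB clonotypes at the common depth was 2718 in CD8 allogeneic replicate JL019-2, with the others between 2152 and 2234. Without this library the difference between Treg-treated and allogeneic CD8 cells was -274.7 in place of -403.1. No technical or biological explanation was tested for this value beyond chance (one-sided exact binomial p 0.239 for the number of such values).

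CD4 Treg-treated replicate JL027-1, which held the Cd4 and Pdk1 values, also lay apart across genes. In the 5633 genes called without it, it lay nearer to the allogeneic mean in 81.4% and nearer to the Treg-treated mean in 18.6%. The other CD4 Treg-treated libraries, each left out in the same way, lay nearer to the Treg-treated mean in 94.3% to 98.1% of genes. CD4 allogeneic replicate JL027-1 also stood apart, nearer to the Treg-treated mean in 17.2% of 3477 genes, against 3.04% to 4.20% for the other allogeneic libraries. A library of an allogeneic recipient under a wrong label was argued against by its TCR reads, which had a TRB clonality of 0.165, above the highest allogeneic value of 0.122. By the V gene shares of its RNA it also matched its own TCR library best (r 0.588, with 0.356 for the next), and Gcg was 573 against at most 11.8 in the allogeneic libraries. Its highest TRB overlap with an allogeneic library, replicate JL027-1, was 0.0528. The other CD4 Treg-treated libraries overlapped that allogeneic library at 0.0874 (JL019-2), 0.00568 (JL019-1) and 0.00529 (JL027-2), so 0.0528 lay within their range. The value of 0.0528 was above the mean between allogeneic recipients, 0.0346, and the highest between CD4 Treg-treated recipients, 0.0274. It was below the highest between allogeneic recipients, 0.0997. RNA of an allogeneic library mixed into it, before the TCR reads were made, was argued against as the whole cause by mixtures of the other Treg-treated with allogeneic libraries. Those as near to the allogeneic mean held at least 55% of an allogeneic library and had an overlap of 0.516 or more. Mixtures with an overlap of 0.0528 or less lay nearer to it in at most 3.64% of genes. A small share of such RNA, or mixing of the RNA sequencing libraries alone, stays open. A trend with gene length was argued against as the whole cause, since with the trend removed the library lay nearer to the allogeneic mean in 78.5% of 5187 genes. Ribosomal protein genes held 3.83% of the values of this library and 3.07% to 3.63% in CD4 allogeneic libraries. In the other CD4 Treg-treated libraries they held 6.19% (JL019-1), 5.61% (JL019-2) and 6.14% (JL027-2). Whether this library or the others were unusual cannot be told from these values. Nearness was not computed with the log2 mean normalised count as a covariate. A weaker response to Treg in this recipient stays open as a candidate explanation and was not tested.

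Gcg was singled out because the Treg effect differed between CD8 and CD4 cells by a log2 difference of -6.482 (limma adjusted p 0.000534). For this difference 1 of the 35 splits, the real one, gave a called gene. The count was 573 to 1050 in 4 of 4 CD4 Treg-treated libraries and 3.29 to 11.8 in the CD4 allogeneic ones. It was also 167 to 350 in the CD4 syngeneic libraries and 68.8 to 436 in Treg after transplantation, so the gene was not specific to Treg-treated CD4 cells. RNA of endocrine cells was tested with a list of 15 genes, of which 4 were in the table. Their median log2 change was 0.73 and the highest mean among them in CD4 Treg-treated libraries was 37.1, against 843 for Gcg. This argues against endocrine RNA. Reads running on from the neighbouring gene Fap were argued against by its mean of 29.1 in CD4 Treg-treated libraries, since Fap reached 20.4 in CD8 day 0 libraries, where Gcg was 1.17. With a pseudocount of 0.1 the interaction had a limma adjusted p of 0.894, so the call depends on the CD8 values near 0. Transcription of Gcg in CD4 T cells is a candidate explanation that stays open.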

How the results depend on the processing

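Alternatives planned before and added after the data were seen were run one at a time. Of the values for main results under settings other than leaving out a library, 170 kept their direction and side of the threshold or stayed within 1.5 times or 1 SD, 47 moved, 3 became stronger, 1 became weaker and 2 reversed. Permutation within prefixes was labelled as kept by rule, though it leaves each difference unchanged and cannot give a p under 0.05 here. Those values thus do not show that the side of the threshold was kept. The run without a filter could not differ either, since the filter removed no genes. For single genes and sets, 429 were the same, 26 weaker and 2 stronger. The cause was not tested except where given.

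With the log2 mean normalised count as a covariate, 570 genes were called for CD4 Treg-treated against allogeneic (336 higher, 234 lower, of which 520 were among the 3710), 50 for CD8 (22 higher, 28 lower), 4482 for Treg after transplantation against day 0, 1272 for Treg against CD4 at day 0, 3014 for the same after transplantation and 4 for the difference of the Treg effects. With array weights the counts were 7904 and 324 (Treg-treated against allogeneic, CD4 and CD8), 3678 and 7266 (allogeneic against syngeneic), 8109 and 4978 (Treg-treated against syngeneic), 7824 (CD4 allogeneic against day 0), 4301 (Treg after against day 0), 2587 and 8715 (Treg against CD4 at day 0 and after) and 2811 (difference of the Treg effects). The weights come from the same libraries, with 0.212 for CD4 Treg-treated replicate JL027-1 and 0.112 for CD4 syngeneic replicate JL019-2. The array weights also shifted the split of calls, to 186 higher and 138 lower in CD8 Treg-treated against allogeneic.

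With a log2 change of at least 1, which leaves fewer genes, 1970 genes were called for CD4 Treg-treated against allogeneic and 3312 for Treg against CD4 after transplantation. With only the groups compared in the model, the counts were 0 for CD8 Treg-treated against allogeneic (1356 at an unadjusted p under 0.05), 1101 for CD4 allogeneic against syngeneic, 598 and 1974 for CD4 and CD8 Treg-treated against syngeneic, 6636 for CD4 allogeneic against day 0, 3994 for Treg after against day 0, 2081 for Treg against CD4 at day 0 and 2 for the difference of the Treg effects. With the prefix as a block they were 18 for CD8 Treg-treated against allogeneic and 2 for the difference. With the recipient as a block the difference gave 4, and with a pseudocount of 0.1 it gave 0 (443 at an unadjusted p under 0.05). The replicate labels of Treg-treated and allogeneic recipients share only a number, and their deviations correlated between -0.096 and 0.003 in CD4 and between -0.167 and 0.184 in CD8 cells. As a block they gave 3689 and 13 genes. With the trend with gene length removed, CD8 Treg-treated against allogeneic gave 20 genes. With an estimated correlation 15 gene sets passed, 0 of them in the 2 Treg-treated against allogeneic comparisons (0 at an unadjusted p under 0.05).

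Centring each library on its median gave 2500 higher and 1371 lower for CD4 Treg-treated against allogeneic (median of all genes 0.20), 1441 and 1042 for CD4 allogeneic against syngeneic (median 0.11), 2784 and 929 for CD4 Treg-treated against syngeneic (median 0.27) and 1648 and 3387 for Treg against CD4 after transplantation (median -0.08, and 0.14 as deposited). For CD8 allogeneic against day 0 it gave 3103 and 1835, and for Treg against CD4 at day 0 331 and 256. It moved the median of all genes to 0.03 for CD8 allogeneic against day 0 and to -0.11 for the difference of the Treg effects. In the 6 comparisons with counts given here the genes called under both scalings all kept their sign. The balance of higher and lower genes thus depended on the scaling.

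The 6 day 0 libraries were not left out, since that would leave 1 library in a group, so Treg against CD4 at day 0 has no range and the other ranges against day 0 cover the libraries after transplantation alone. Leaving out 1 of the other libraries at a time, the called genes ranged from 470 (without CD4 Treg-treated replicate JL019-2) to 5633 (without CD4 Treg-treated replicate JL027-1) for CD4 Treg-treated against allogeneic. There were also 672 and 747 without CD4 Treg-treated replicates JL019-1 and JL027-2, and 1446, 1138 and 2285 without CD4 allogeneic replicates JL019-1, JL019-2 and JL027-2. For CD8 they ranged from 4 (without CD8 allogeneic replicate JL019-1) to 63 (without CD8 allogeneic replicate JL027-1), with 7 and 5 without CD8 allogeneic replicates JL019-2 and JL027-2, and 42 and 6 without CD8 Treg-treated replicates JL019-1 and JL027-2. The ranges were 1817 to 2576 and 2372 to 3484 for allogeneic against syngeneic CD4 and CD8 cells, and 2338 to 3029 for Treg-treated against syngeneic CD8 cells. For Treg-treated against syngeneic CD4 cells they were 1817 (without CD4 Treg-treated replicate JL019-2) to 4653 (without CD4 Treg-treated replicate JL027-1), with 4617 without CD4 syngeneic replicate JL019-2. The ranges were 3414 to 3794 and 4418 to 4924 for allogeneic against day 0, 1680 to 1704 for Treg after against day 0, and 3119 (without Treg replicate JL019-1) to 6377 for Treg against CD4 after transplantation. The difference of the Treg effects gave 1 to 2 genes, with 2 without CD4 allogeneic replicate JL027-2, CD4 Treg-treated replicate JL027-1 or CD8 Treg-treated replicate JL019-2. Gene sets passing ranged from 26 to 30.

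Trib3 and Septin8 in CD8 cells were no longer called with quantile normalisation (limma adjusted p 0.0759 for both), with only the groups compared (0.31 and 0.49) or in the fit with a library left out that gave the highest adjusted p (0.183 and 0.161). Id3 and Sostdc1 were not called with only the groups compared (0.111 for both). Xcl1 was called with the covariate (0.0301) and with the length trend removed (0.0399). Among single genes and sets, 1 result was stronger and 3 were weaker with the covariate. With the length trend removed, 1 was stronger and 1 weaker.

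For TRB clonality, the difference between Treg-treated and allogeneic cells ranged from 0.0458 to 0.0550 in CD4 and from 0.0322 to 0.0551 in CD8 cells with a library left out, and was 0.0546 in CD8 cells without TRBV16 (two-sided exact permutation p 0.0286). For allogeneic against syngeneic cells the ranges were 0.0516 to 0.0731 in CD4 and 0.132 to 0.143 in CD8 cells. In CD4 cells it was 0.0372 with TRA and 0.0166 without TRBV16, and in CD8 cells 0.185 with TRA, 0.165 without subsampling, 0.109 with at least 2 reads and 0.0982 without TRBV16. Permutation within prefixes gave p 0.0556 for Treg-treated against allogeneic clonality in CD4 cells, the smallest possible there.

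For the number of clonotypes, the ranges with a library left out were -582.9 to -473.4 and -488.2 to -274.7 for Treg-treated against allogeneic CD4 and CD8 cells, and -2316 to -1228 and -4325 to -4063 for allogeneic against syngeneic. The sign reversed without subsampling, to 562.5 in CD4 and 1078 in CD8 Treg-treated against allogeneic cells, where libraries differed in reads. With at least 2 reads the CD4 difference was -115.9, and with TRA the CD8 difference was -142.2 (two-sided exact permutation p 0.0286). For allogeneic against syngeneic CD4 cells it was -619.1 with TRA, -2775 without subsampling, -644.1 with at least 2 reads and -697 without TRBV16, and for CD8 cells -2421, -8223, -1347 and -2471. The overlap difference ranged from -0.0436 to 0.00435 in CD4 cells, changing sign without CD4 allogeneic replicate JL027-1, and from -0.0300 to 0.0118 in CD8 cells, changing sign without CD8 allogeneic replicate JL027-2. With TRA it was -0.0604 in CD4 cells (two-sided exact permutation p 0.0286).

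The rho of the Treg effect with the allogeneic change was -0.41 in CD4 and -0.181 in CD8 cells with no shared libraries. It was -0.36 and -0.263 with the covariate. With no shared libraries, 9 and 20 of 100 simulations of unchanged groups were as low (one-sided simulation p 0.099 and 0.208). With the covariate 18 were in each cell type (one-sided simulation p 0.188), so none of these values stood apart from unchanged groups. Not run were the count tools and size-factor normalisation, a filter on at least 10 counts and clonotypes by CDR3 nucleotides, since neither reads of the RNA nor nucleotide sequences were used here. The unknown RNA depth limits what a value listed at 0 can show.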

Other observations

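The counts of splits, the limma contrasts for Foxp3 and the TRB clonality comparison at the common depth were planned. The other tests given here were chosen only after the patterns they concern were seen. The number of genes called between groups was compared with that of other splits of the same libraries. For Treg-treated against allogeneic CD4 cells 1 of the 35 splits, the real one, gave as many genes. The next highest, in which the JL027-1 libraries of the groups were exchanged, gave 2897. With the log2 mean normalised count as a covariate it was again 1 of the 35 splits, and with the trend with gene length removed also 1 of the 35 splits. This argues against either trend as the whole cause of the called genes. In the 2 middle of 4 bins of gene length at least 23.9% of genes were called, so calls were not limited to the shortest and longest genes. Their direction did go with length, from 704 higher and 81 lower among the shortest to 166 and 708 among the longest, so gene length bias may have contributed to the direction of part of the calls. For CD8 cells 2 of the 35 splits gave as many genes, with up to 918, so the 11 genes called in CD8 cells may be a chance number. A split of the libraries by prefix gave 1 gene in CD8 cells, and fewer in CD4 cells.

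As many genes were called in 1 of the 35 splits for CD4 allogeneic against syngeneic, 1 of the 35 splits for CD8 allogeneic against syngeneic and 1 of the 35 splits for CD8 Treg-treated against syngeneic. The same held for 3 of the 35 splits for CD4 Treg-treated against syngeneic and 2 of the 35 splits for Treg against CD4 cells after transplantation. As many gene sets passed in 24 of the 35 splits for CD4 and 8 of the 35 splits for CD8 Treg-treated against allogeneic cells, so the numbers of sets there may be chance numbers. For allogeneic against syngeneic cells the counts were 7 of the 35 splits in CD4 and 1 of the 35 splits in CD8 cells. For the rho of the Treg effect with the allogeneic change, each split was scored by the lower rho of its 2 orientations, with either group taken as the allogeneic one. This was -0.488 in CD4 and -0.386 in CD8 cells for the real split, and as low in 3 of the 35 splits in CD4 and 3 of the 35 splits in CD8 cells.

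CD4 syngeneic replicate JL019-2 differed from the other CD4 syngeneic libraries in genes of other cell types. The median fold over them was 12.5 for 14 myeloid genes, 7.44 for 13 B cell genes and 22.6 for 10 erythroid genes. Of these genes 6, 9 and 6 had a mean of at least 100 in CD4 day 0 cells. The most abundant were S100a8 at 1511000 (34410 in the others), Igkc at 40190 (1212) and Hbb-bs at 162700 (3845). The myeloid genes held 10.9% of the library. Cd3e, Cd4 and Trac stood at 0.285, 0.107 and 0.363 of the other libraries. RNA of myeloid cells is a candidate explanation for the myeloid genes alone. It was not tested, since the fold of 12.5 is the observation itself. A lower share of T cells, which would raise every other cell type alike, is also open, since the myeloid and B cell lists differed with a permutation p of 0.545 (two-sided).

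Foxp3 was lower in day 0 Treg than in day 0 CD4 cells. Libraries that hold no Treg were argued against by the other 17 members of the Treg identity set, whose median log2 change was 2.58. Loss of Foxp3 reads through a changed Foxp3 locus in the Treg donors could explain it, with Foxp3 in Treg after transplantation at 0.265 of the CD4 day 0 level. Against CD4 cells after transplantation, Foxp3 in Treg was not lower, with a log2 change of 0.86 that was not called (limma adjusted p 0.330). This and a lower transcript level in Treg cannot be told apart, since no read-level data were used here. All Treg libraries also had lower Rps3a1 (log2 change -2.59 at day 0) and higher Rps3a2 (8.35) and Rps3a3 (8.94) than CD4 libraries. The sum of the 3 copies changed by -0.02 on the log2 scale (-0.02496), within the range of 68 other ribosomal protein genes (-0.09 to 0.72). After transplantation it was -1.41, with the others between -1.46 and -0.32. Reads assigned differently between near-identical copies may therefore explain it, and a donor stock of another strain for Treg stays open as an untested difference. Ctse lay between 550 and 1067 in Treg and between 9044 and 30250 in all other libraries. These genes were chosen after their values were seen.

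Foxp3 in CD8 allogeneic libraries stood at 0.698 of its level in CD4 allogeneic libraries, whereas Cd4 stood at 0.0022. This argues against CD4 cells, Treg included, among the sorted CD8 cells. Foxp3 transcription in CD8 T cells after allogeneic transplantation may be the source and was not tested further.

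The sum of 4 Y-linked genes was 75.7 to 646 in the 17 JL019 libraries and 4496 to 7008 in the 11 JL027 libraries taken after transplantation. The JL027 Treg day 0 library had 8142 and the JL027 day 0 libraries of CD4 and CD8 cells at most 263. An exchange of the JL019 and JL027 labels at day 0 was argued against by Eif2s3y, which was at most 16.3 in the 4 day 0 CD4 and CD8 libraries, and 1912 to 3074 in JL027 libraries after transplantation. A minority of male host cells was argued against by the median ratio of the sum to the JL027 Treg day 0 library, 0.665 (0.552 to 0.861). Male donors for JL027, with day 0 CD4 and CD8 cells taken from other animals, may explain the pattern and were not tested.

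For the higher TRB clonality of Treg-treated CD4 cells, depth was argued against as the whole cause by the difference of 0.0502 at the common depth, without overlap of the groups. Unequal amplification in the TCR PCR and a difference in the cells cannot be told apart, since the unevenness of V gene shares in the RNA table differed by 0.00058 and resolves V genes, not clonotypes. TRBV16 held the largest share of TRB reads in 31 of 31 libraries, 28.2% to 59.8%, against 4.09% to 14.4% of Trbv values in the RNA table. The median ratio was 5.04, which is consistent with unequal efficiency of the TCR primers. Between libraries of other recipients and cell types, the mean TRB overlap was 0.0158 over 10 pairs in neighbouring wells and 0.0039 with shuffled wells (one-sided permutation p 0.00059). Carry-over between wells may explain this, though the medians were 0.00195 in neighbouring and 0.00183 in other wells. By V gene shares, 26 of 31 RNA libraries matched their own TCR library best, and 5 matched another of the same cell type better, with a median r of 0.673.

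The alpha chain of TRAV11 and TRAJ18 with CDR3 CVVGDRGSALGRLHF, chosen after its values were seen, held 2.91% (Wilson 95% interval 2.67% to 3.17%) and 2.86% (2.64% to 3.09%) of TRA reads in CD4 day 0 libraries. The day 0 shares of this chain were lower in CD8 cells (0.283% and 0.244%) and in Treg (0.0659% and 0.0776%). It held 1.66% (1.47% to 1.88%) in CD4 syngeneic replicate JL019-2, but 0.00791% and 0.0785% in the other CD4 syngeneic libraries and 0.00396% to 0.0103% in the CD8 syngeneic ones, so low shares were not specific to allogeneic recipients. In 18 of 19 allogeneic and Treg-treated libraries it had 0 reads, with upper limits of 0.00752% to 0.0437%, and in the other, CD4 Treg-treated replicate JL019-1, 3 of 12500 reads.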
